A study of Mus musculus with 18 samples.

How the data were processed

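The series followed DNA methylation in mouse heart muscle after myocardial infarction (MI), the death of heart muscle when its blood supply is blocked. Per the labels, MI was produced in 12-week-old male mice by tying the left anterior descending coronary artery, and sham mice had the operation without the tie. Tissue was taken at 10 min after the tie, or at 1 h, at 6 h, at 24 h or at 72 h. Each of the 5 MI groups and the sham group held 3 mice, which gave 18 libraries. The labels give the tissue as myocardial and the cell type as cardiomyocytes, and they do not describe an isolation of single cells. The method was methylated DNA immunoprecipitation sequencing (MeDIP-seq): sheared DNA is pulled down with an antibody against methylated cytosine, and the pulled-down fragments are sequenced. It reports where methylated fragments pile up, not the percentage of methylated molecules at a cytosine.

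What was used here are the peak lists that the authors deposited, 1 for each library, so peaks were called on each library separately. Each list has 5 columns: chromosome, start, end, a peak name and a score. The peak names in the deposited lists carry the name of the caller MACS; its version and options, the aligner, the genome build and the use of an input library are stated neither by the labels nor by the lists. The scale of the deposited score is also not stated. The lowest score was 50 in every library, as it would be for a score of 10 times the negative log10 of p with a threshold of 1e-05, and the score was read that way. The score is the authors' own value for each peak and was used to rank and filter peaks. Mean scores are also given for named regions, and the most frequent scores were used to estimate a background rate for each library. No read or tag counts were used here, so the sequencing depth of each library is not known from the files directly; no interval for counting error can be given.

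Positions were read from the deposited lists and are printed counted from 1. The gene table used for names and gene positions is that of assembly GRCm38.p6, and none of its coordinates is printed. Whether the lists use the same build was checked on the data. Of windows of 100 bases at the ends of protein-coding genes, 8.54% touched a peak of any library, against 10.8% of windows 5000 and 10000 bases away. With the gene table moved by 20000 bases in both directions the values were 10.7% and 10.6%, and the dip was gone. The dip was present on 20 of 21 chromosomes. The table used here gives no strand for a gene and no genome sequence was used, so the promoter comparisons and the CpG density planned before the data were examined were not run. In their place, both ends of each of 21887 protein-coding genes were used, from 2000 bases outside the gene to 500 bases inside (43774 windows). This substitute, called a gene end here, was chosen after seeing the data; it includes the end of each gene that is not its promoter.

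Peaks of all libraries were merged where they overlapped by at least 1 base into 152196 regions, and each library was scored for each region as having a peak or not. A region was called gained when all 3 libraries of a time point and 0 of 3 sham libraries had a peak, and lost in the opposite case. For MI against sham, a region was gained with a peak in at least 12 of 15 MI and 0 of 3 sham libraries, and lost with a peak in at most 3 of 15 MI and all 3 sham libraries. No single region can pass a correction for multiple tests with 3 libraries against 3, so the number of such regions was compared with the number from other splits of the same libraries, as a ratio to the mean of the other splits. There are 10 splits of 6 libraries into 3 and 3, and 100 were used for splits of 18 libraries. Similarity of a pair of libraries was the Jaccard index, the bases under peaks in both divided by the bases under peaks in either.

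Group differences over all 6 groups were tested by the share of variance that lies between groups, with 100000 random relabelings (a permutation test). Each time point was compared with sham by a two-sided exact permutation test of the difference in means; 3 against 3 libraries has 20 assignments and cannot give a p below 0.1. The comparison of 15 MI with 3 sham libraries cannot give a p below 0.00123. The test of similarity within against between groups and the comparisons with random gene lists were one-sided (upper tail); the other permutation tests of values were two-sided. Benjamini-Hochberg adjustment was applied over the 5 time points, over 3 library measures (peak number, covered length and gene-end share) and over 3 gene lists. The lists of contractile, inflammatory and leukocyte genes, 20 genes each, were fixed before the data were examined, and all 20 symbols of each list were found in the gene table. The named items were also fixed then: Tnni3 whatever its values, and the 5 highest-ranked gained and 5 highest-ranked lost regions at 72 h and for MI against sham. Regions at 72 h were ranked by the mean within-library percentile of the peak score; regions for MI against sham were ranked first by the number of MI libraries with or without a peak.

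The alternatives fixed before the data were examined were a score threshold at the median of all peaks (72.1), the same number of top-scoring peaks from each library (34255, the length of the shortest list), autosomes only, leaving out each library in turn, the log2 peak number as a covariate, 1000-base bins with at least 500 bases covered, a region counted only when at least 50% covered, at least 2 of 3 libraries in place of 3, at least 10 of 15 MI libraries, all other 15 libraries as the reference, ranks or the log2 scale, and relabeling within replicate numbers. Whole-gene coverage was planned with the promoter at one end and was run with 2000 bases at both ends, since no strand was given. The alternatives for gene ends, the narrow-peak width as a covariate, and the reference of 15 libraries with equal numbers of peaks were chosen after seeing the data.

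The counting of regions was tested on simulated data for the comparison of 72 h against sham, with presence drawn for 152196 regions from the real frequencies and list lengths. In each of 20 draws, 200 regions were given a peak with a chance of 90% in the libraries of one group and 10% in those of the other, and the ends of all peaks were shifted by up to 200 bases before merging. Of these regions, 51.6% were called in the right direction, against 53.1% expected from those chances, and 0 in the wrong direction. These changes moved the mean ratio to other splits from 0.971 to 1.04, and the real split was the largest of the 10 in 0 of 20 draws both with and without them, so this comparison has little power for 200 such regions. The permutation test over the 6 groups, on 200 simulated sets of 18 values with no group difference, gave a p under 0.05 in 4% of the sets, and in 79.5% when 1 group was raised by 3 SD. Calculations used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and Matplotlib 3.10.9.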

Results

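DNA methylation was profiled by MeDIP-seq in 18 heart muscle libraries, 3 from sham mice and 3 at each of 5 times between 10 min and 72 h after coronary ligation. The series title states an interest in how methylation changes as the infarct progresses. The peak lists held between 34255 peaks (6 h replicate 3) and 60653 peaks (72 h replicate 2). Merging all lists gave 152196 regions with a median width of 1072 bases, covering 184 Mb. A peak was found in all 18 libraries in 5.09% of the regions (7741) and in 1 library alone in 29.2% (44445). Within a group, 57.4% ± 4.23 (SD, n = 18 libraries) of the peaks of a library overlapped a peak of another library of its group. This share was 73.5% for peaks at or above the median score of the 18 lists and 41.6% for the remainder, so weak peaks were the less repeatable part of each list. The highest Jaccard index of any pair was 0.414, so no 2 libraries were copies of each other.

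The first comparison asked whether the number of methylated peaks differed with time after ligation. Sham libraries had 51287 ± 8068 peaks (SD, n = 3). The means were 44457 ± 7597 at 10 min, 44440.0 ± 1033 at 1 h, 42620.3 ± 8149 at 6 h, 48529 ± 2194 at 24 h and 56084 ± 6528 at 72 h (SD, n = 3 each). Group accounted for 0.452 of the variance in peak number, which random relabelings often reached (permutation p = 0.157, adjusted p = 0.235 over 3 measures). The alternative that moved this share most was leaving out 6 h replicate 2, which gave 0.556 (permutation p = 0.0736), and without 72 h replicate 2 it was 0.361. Against sham, the mean difference was -6830.3 peaks at 10 min (exact permutation p = 0.4), -6847 at 1 h (p = 0.3), -8667 at 6 h (p = 0.3), -2758 at 24 h (p = 0.8) and 4797 at 72 h (p = 0.6). The adjusted values over the 5 time points ran from 0.667 to 0.8, and each difference was within the spread of the replicates. Leaving out 1 library at a time moved the difference between -10731 and -2409 at 10 min, -10327 and -2426 at 1 h, -12624 and -4246 at 6 h, -6238 and 1663 at 24 h, and 1317 and 9218 at 72 h. All 15 MI libraries together differed from sham by -4061 peaks (exact permutation p = 0.393), and without sham replicate 2 the difference was 360.2 peaks.

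**Figure D1:**
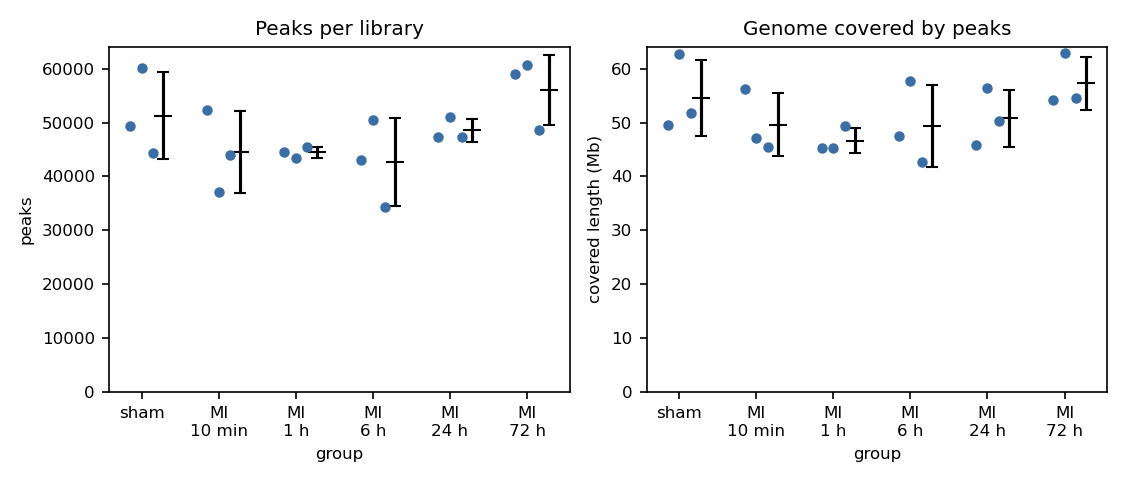
Peaks per library (left) and length of genome under peaks in Mb (right) for the 6 groups, with 1 point per library and the group mean ± SD (n = 3) beside the points. The 72 h group has the highest mean in both panels, and its range overlaps that of the sham group.

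Across the 15 MI libraries, peak number rose with the logarithm of time after ligation (Spearman rho = 0.546, permutation p = 0.0387; Pearson r = 0.523, permutation p = 0.0451). This was 1 relation, and it rested on the latest group. Without the 72 h libraries rho was 0.259 (permutation p = 0.429, n = 12). Leaving out 2 of the 3 libraries at 10 min, those farthest from the median time, gave r of 0.599, 0.705 or 0.405 and rho from 0.478 to 0.764, depending on which 2 were left out. Entering the sham libraries as time 0 gave rho = 0.254 (permutation p = 0.311, n = 18). Of the 15 pairs of groups, the ranges of peak number were apart only for 1 h against 24 h and 1 h against 72 h (exact permutation p = 0.1 each, the smallest value 3 against 3 allows).

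The length of genome under peaks was 54.6 ± 7.07 Mb in sham, 49.6 ± 5.82 at 10 min, 46.6 ± 2.36 at 1 h, 49.3 ± 7.63 at 6 h, 50.8 ± 5.32 at 24 h and 57.3 ± 4.92 at 72 h (SD, n = 3 each). Group accounted for 0.362 of the variance (permutation p = 0.30, adjusted p = 0.30). Mean peak width did not separate the groups either (share of variance 0.319, permutation p = 0.398). Of the single time points, only the 1 h range of covered length lay apart from that of sham, and narrowly. The highest 1 h library had 49.38 Mb and the lowest sham library 49.48 Mb. The mean difference was -7.97 Mb (exact permutation p = 0.1, the smallest value 3 against 3 allows). At the other times the exact permutation p ran from 0.4 to 0.6.

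The second comparison asked whether mice of one group shared more methylated sequence with each other than with mice of other groups. The mean Jaccard index was 0.364 ± 0.0125 over the 18 pairs within groups and 0.360 ± 0.0164 over the 135 pairs between groups. The difference of 0.00389 was not past the threshold (one-sided permutation p = 0.0917). The same number of top-scoring peaks from each library gave a difference of 0.00266 (permutation p = 0.131). The most similar pair, sham replicate 2 and 72 h replicate 2, came from different groups, and the least similar pair was 10 min replicate 2 and 72 h replicate 1 (0.303).

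**Figure D2:**
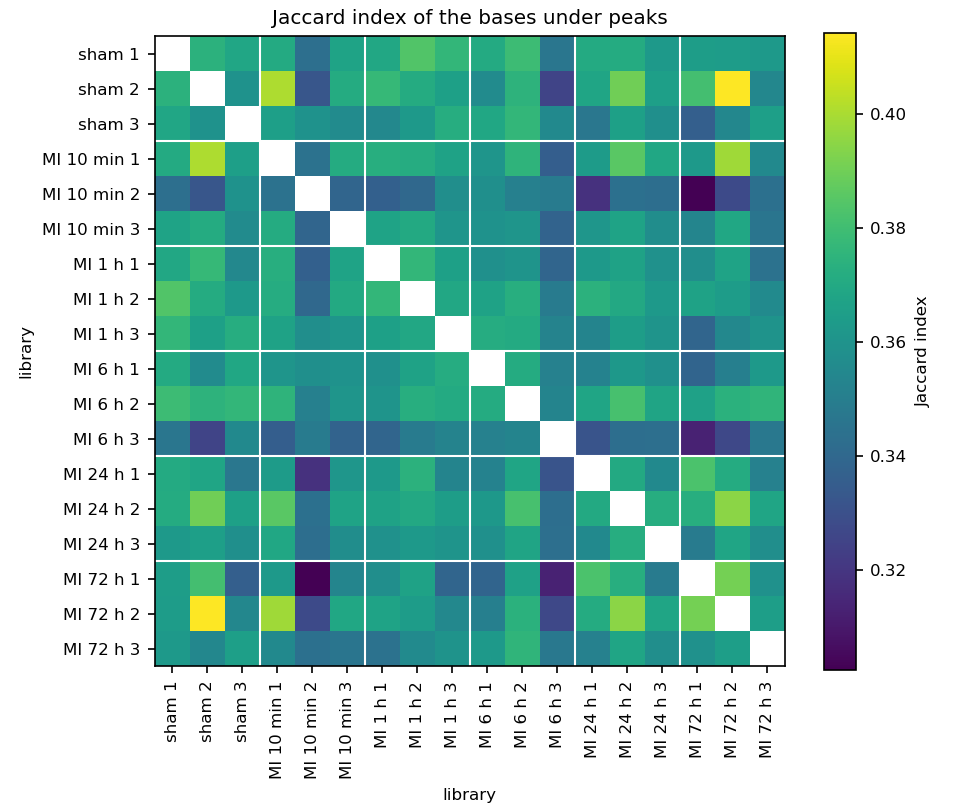
Jaccard index of the bases under peaks for each of the 153 pairs of the 18 libraries, ordered by group with white lines between groups. Blocks of 3 libraries along the diagonal do not stand out, and 10 min replicate 2 and 6 h replicate 3 have low values with libraries of all groups.

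The third comparison asked which regions distinguished each time point from sham. At 10 min 329 regions were gained and 949 lost. The numbers were 342 gained and 841 lost at 1 h, 306 and 1075 at 6 h, 598 and 797 at 24 h, and 1095 and 604 at 72 h. These totals were close to those from other splits of the same 6 libraries, with ratios of 0.955 at 10 min, 0.903 at 1 h, 1.06 at 6 h, 1.01 at 24 h and 1.16 at 72 h. At least as many regions were found in 5, 8, 4, 6 and 2 of the 10 splits, in the same order of time, the real split included. The balance of gained and lost regions followed the lengths of the lists. Lists of one length would also take out a true net gain. When the same number of top-scoring peaks was taken from each library, 432 were gained and 475 lost at 10 min, 391 and 404 at 1 h, 414 and 464 at 6 h, 513 and 478 at 24 h, and 512 and 505 at 72 h. Simulated libraries of the real list lengths, with no difference between 72 h and sham, gave on average 1029 gained and 541 lost regions.

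**Figure D3:**
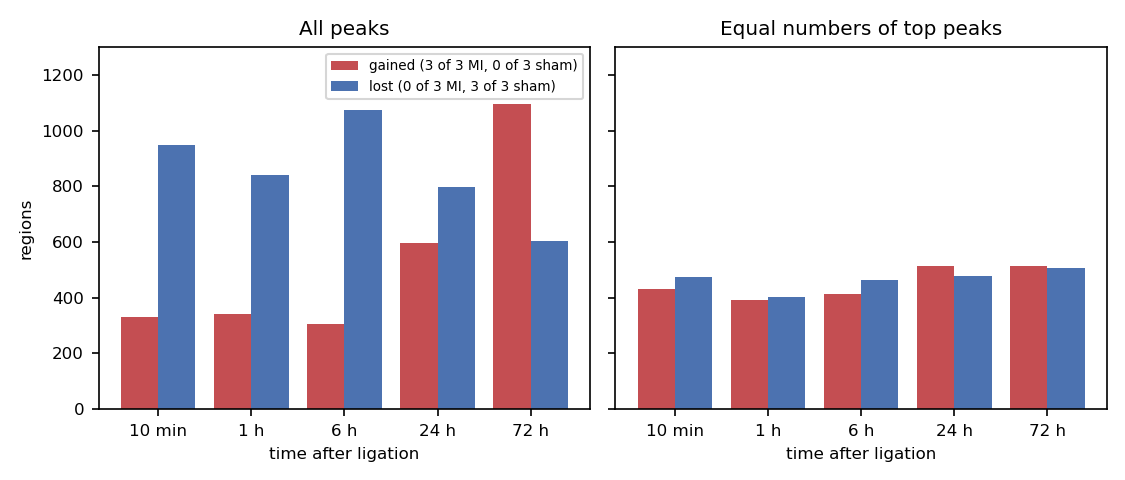
Number of regions with a peak in all 3 libraries of a time point and 0 of 3 sham libraries (gained, red) or the reverse (lost, blue) by time after ligation, from all peaks (left) and from the 34255 top-scoring peaks of each library (right). The excess of gained regions at 72 h, 1095 against 604, becomes 512 against 505 with equal numbers.

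For all MI libraries against sham, 57 regions were gained and 384 lost. The ratio to the mean of other splits was 0.919, and 50 of 100 splits of the 18 libraries gave as many. From equal numbers of peaks the ratio was 0.777, and 99 of 100 splits gave as many. When the 72 h libraries were compared with all 15 other libraries in place of sham, 994 regions were gained and 68 lost, 2.26 times the mean of other splits, and 2 of 100 splits gave as many. This ratio was 1.29 with equal numbers of peaks and 5 of 100 splits gave as many; the 6 h libraries then had a ratio of 1.32, also with 5 of 100 splits, so the excess was not particular to 72 h.

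The highest-ranked regions gained at 72 h are described for position, with the limit that no region passed a test on its own. The first lay on chromosome 2 from 30004059 to 30005513, within Sptan1, with a mean score of 128 ± 30.6 (SD, n = 3) at 72 h. It also had a peak in 2 of 3 libraries at each of the earlier MI times. The second, on chromosome 4 from 139238407 to 139239631 within Capzb, had a peak in 3 of 3 libraries at 24 h as well and in 0 of 3 at 1 h and 6 h. The others lay on chromosome 12 from 87756261 to 87757924 (nearest gene Gm21937), on chromosome 17 from 83097574 to 83099176 (within the long noncoding RNA Gm46606) and on chromosome 2 from 61496077 to 61497144 (nearest gene Gm18844). Regions lost at 72 h were led by chromosome 2 from 126651396 to 126652173 within Gabpb1, with a mean score of 115 ± 14.7 (SD, n = 3) in sham. They continued with chromosome 19 from 7137641 to 7139150 within Macrod1 and Flrt1, and chromosome 6 from 74451173 to 74452246 at the small nuclear RNA Gm23924. Then came chromosome 14 from 65556013 to 65556731 within Elp3, and chromosome 14 from 108212263 to 108213358 (nearest gene Gm41242). The last of these had a peak in 11 of 15 MI libraries and was missing only from the 3 libraries at 72 h and from 1 library at 24 h. When at least 50% of a region had to be covered, 4 of the 5 gained regions no longer separated the groups: 2 of 3 libraries at 72 h had the peak for the regions within Sptan1 and nearest to Gm21937 and Gm18844, and 1 of 3 for that within Gm46606. Of the 5 lost regions, that within Macrod1 and Flrt1 was then found in 2 of 3 sham libraries. All 10 still separated 72 h from sham with the stricter score threshold and with equal numbers of peaks. The regions were ranked by score, and both of these alternatives keep high-scoring peaks. That result thus followed largely from the choice of regions and adds little evidence. Whether the regions lie in exons or introns was not analysed here.

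For MI against sham, the gained regions with the most MI libraries lay on chromosome 1 from 84331464 to 84332840 within Pid1 and on chromosome 9 from 77941752 to 77943374 within Elovl5, each with a peak in 14 of 15 MI and 0 of 3 sham libraries. Their mean scores were 75.3 ± 18 and 73.9 ± 15.7 (SD, n = 14), near the median of 72.1. A peak in 13 of 15 MI libraries was found on chromosome 13 from 109696930 to 109698361 within Pde4d, on chromosome 4 from 10747503 to 10748689 within 1700123O12Rik, and on chromosome 13 from 87703203 to 87704809 (nearest gene Gm41012). The lost regions ranked first had a peak in 3 of 3 sham and 0 of 15 MI libraries. They lay on chromosome 10 from 118586989 to 118587712 (nearest gene Ifngas1), chromosome 1 from 155628116 to 155628873 within Acbd6, chromosome 9 from 55537369 to 55538500 (nearest gene Isl2), chromosome 5 from 110351670 to 110352336 within Lrcol1, and chromosome 7 from 5157455 to 5158324 (nearest gene Vmn1r55). The difference between the groups, scaled to 3 libraries each, fell with the stricter score threshold from 2.8 to 1.2 for the regions within Pid1 and Elovl5. It fell from 2.6 to 2.2 within Pde4d, to 1.8 within 1700123O12Rik and to 1.4 nearest to Gm41012. For the lost regions it went from -3 to -2 nearest to Ifngas1 and Isl2, to -1 within Acbd6 and Lrcol1, and to 0 nearest to Vmn1r55.

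The fourth comparison asked whether peaks at genes changed. The share of peaks at a gene end was 6.03% ± 0.212 in sham, 6.00% ± 0.0409 at 10 min, 5.87% ± 0.162 at 1 h, 5.96% ± 0.0760 at 6 h, 5.84% ± 0.145 at 24 h and 6.31% ± 0.157 at 72 h (SD, n = 3 each). Group accounted for 0.631 of the variance (permutation p = 0.0209), which did not pass adjustment over the 3 measures (adjusted p = 0.0627). Without 72 h replicate 1 the share of variance was 0.521 (permutation p = 0.108). Gene ends gained and lost numbered 27 and 72 at 10 min, 27 and 79 at 1 h, 29 and 80 at 6 h, 34 and 73 at 24 h, and 91 and 46 at 72 h. The ratio to other splits was 1.02, 1.16, 1.11, 1.00 and 1.27 in that order, and 5, 3, 2, 5 and 2 of 10 splits gave as many. From equal numbers of peaks, 51 were gained and 41 lost at 72 h, a ratio of 1.30, and 1 of 10 splits (the real one) gave as many, a share that 10 splits cannot take below 0.1.

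Lists of genes for contraction, inflammation and leukocytes were compared because heart muscle cells die and white blood cells enter the heart after infarction. Gene ends with a peak made up 6.67% ± 3.82 of the contractile windows in sham, 4.17% ± 2.89 at 10 min, 11.7% ± 3.82 at 1 h, 5.0% ± 2.5 at 6 h, 8.33% ± 2.89 at 24 h and 8.33% ± 3.82 at 72 h (SD, n = 3 each). Over the 6 groups the share of variance was 0.452 (permutation p = 0.167). For the inflammatory list the share was 3.33% in sham, at 1 h, at 6 h and at 72 h, with an SD of 1.44 (2.89 at 6 h; n = 3 each). It was 6.67% ± 1.44 at 10 min and 5.83% ± 1.44 at 24 h, where every library reached at least 5% (share of variance 0.483, permutation p = 0.146). For the leukocyte list the shares were 5.83% ± 2.89 in sham, 6.67% ± 2.89 at 10 min, 6.67% ± 1.44 at 1 h, 3.33% ± 1.44 at 6 h, 7.5% in each library at 24 h and 11.7% ± 3.82 at 72 h (SD, n = 3 each), and the share of variance was 0.611 (permutation p = 0.0269, adjusted p = 0.0807 over 3 lists). With equal numbers of peaks the leukocyte value fell to 0.237 (permutation p = 0.725). No list passed the adjusted threshold at gene ends. Under the whole-gene alternative, the percentage of the list's gene span (with 2000 bases on each side) under peaks, the contractile list did: 2.34% ± 0.743 in sham, 1.96% ± 0.392 at 10 min, 2.0% ± 0.233 at 1 h, 1.65% ± 0.0421 at 6 h, 2.49% ± 0.342 at 24 h and 3.48% ± 0.395 at 72 h (SD, n = 3 each). Its share of variance was 0.749 (permutation p = 0.00451, adjusted p = 0.0135 over 3 lists). From equal numbers of peaks it was 0.563 (permutation p = 0.0501), no longer past the threshold. Whole-gene values for the leukocyte list gave 0.560 (permutation p = 0.0464, adjusted p = 0.0696) and for the inflammatory list 0.293 (permutation p = 0.469). All protein-coding genes had 2.38% ± 0.383 of their span under peaks in sham and 2.56% ± 0.237 at 72 h (SD, n = 3 each). The difference between 72 h and sham for the contractile list alone was 1.15 percentage points (exact permutation p = 0.2, n = 3 against 3).

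**Figure D4:**
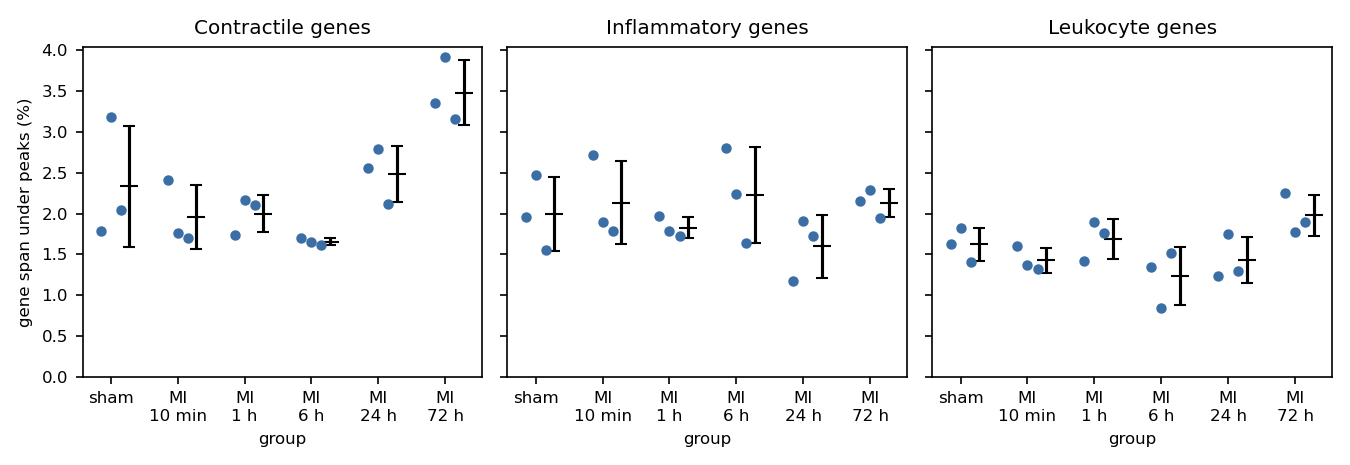
Percentage of the gene span of the contractile, inflammatory and leukocyte lists (20 genes each, with 2000 bases on each side) that lay under peaks, with 1 point per library and the group mean ± SD (n = 3) beside the points. Contractile genes at 72 h lie between 3.16% and 3.92%, and 1 sham library reaches 3.18%.

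Tnni3 encodes cardiac troponin I, the blood marker of infarction, and was examined whatever its values. A peak lay within the gene or the 2000 bases around it in 3 of 18 libraries, sham replicate 3 (chromosome 7 from 4523237 to 4524229), 1 h replicate 1 (4523244 to 4524318) and 24 h replicate 1 (4523167 to 4524277). Their scores were 53.1, 52.6 and 83.9, close to the lowest score of 50 for the first and second. At 72 h it was found in 0 of 3 libraries. A peak of that strength was found in 1 library of each of 3 groups, so no difference between groups was detectable.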

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

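All tests in this part on the 8 comparisons below were chosen after the values had been seen. Groups of 3 were too small for a search for single outlying libraries. What drew attention were measures for which every library of one time point lay above the sham mean and every library of another lay below it. The difference between those time points was not tested as such, and 5 time points and 9 measures give many chances for such a pattern.

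The gene-end share of peaks lay above the sham mean in every 72 h library and below it in every 6 h and 24 h library. The mean at 72 h was 0.355 percentage points above that at 6 h and 0.472 above that at 24 h. Longer lists at 72 h are not the whole reason, because with equal numbers of top-scoring peaks the lowest 72 h library was still 0.216 percentage points above the highest 6 h or 24 h library. Peak width is not the whole reason either: counting each peak by its midpoint left a gap of 0.101 points. Chance over 6 groups stays open, since the adjusted permutation p was 0.0627, and single libraries decided the call: the permutation p was 0.108 without 72 h replicate 1 and 0.0603 without 72 h replicate 2. A change in methylation near genes at 72 h may be another reading. It was not tested, and neither were GC content or a library batch.

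The share of leukocyte gene ends with a peak was 4.17 percentage points higher at 24 h than at 6 h and 8.33 points higher at 72 h than at 6 h. With equal numbers of peaks the lowest 24 h or 72 h library lay 2.5 points under the highest 6 h library (-2.5), and the permutation p over the 6 groups went from 0.0269 to 0.725. Longer lists may therefore account for this pattern, but lists of one length could also take out a real gain. The longest lists on average, at 72 h, went with the highest share (11.7%). Sham lists were longer on average than those at 24 h (51287 against 48529 peaks), with a lower share (5.83% against 7.5%). However, sham replicates 1 and 2 also had 7.5%, and only sham replicate 3 was lower (2.5%), with the shortest sham list (44328 peaks). The lower sham mean thus rests on 1 library and does not argue against list length for the 24 h part. Each library also rests on few windows.

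Leukocyte gene span under peaks was 0.551 percentage points higher at 72 h than at 10 min and 0.742 points higher than at 6 h. With equal numbers of peaks the 6 groups no longer differed (permutation p = 0.990), so list length may account for it as well.

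Contractile gene span under peaks was 1.48 percentage points higher at 72 h than at 1 h and 1.83 points higher than at 6 h. List length may account for part of it: with equal numbers of peaks the share of variance over the 6 groups fell from 0.749 (permutation p = 0.00451) to 0.563 (permutation p = 0.0501). Lists of one length could also take out a real gain. Relative to all protein-coding genes the share of variance was 0.774 with all peaks (permutation p = 0.00218) and 0.658 with equal numbers of peaks (permutation p = 0.0134). In both versions with equal numbers the 3 libraries at 72 h lay above all 15 others (exact permutation p = 0.00123 each, the smallest value the 816 assignments allow), though narrowly in the plain version, 1.75% against 1.74%. That comparison was picked after the values were seen. List length is therefore not the whole reason for the values at 72 h. The further tests of this pattern are given with the other observations.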

How the results depend on the processing

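Comparisons on gene ends, the whole-gene windows, the width covariate, and the reference of 15 libraries with equal numbers of peaks were chosen after seeing the data; the other alternatives were fixed before. The comparisons over the 6 groups of peak number, covered length, and contractile and inflammatory gene ends stayed above the threshold under the alternatives run, except for the whole-gene coverage of the contractile list. For the main comparisons, 337 alternative values kept direction and side of the threshold, 47 reversed, 20 weakened and 5 strengthened. Of the counts of gained and lost features and the named regions, 127 alternative values stayed within the limit and 251 moved, which follows in part from the construction of the alternatives (fewer peaks or fewer libraries give other counts). The cause was not tested for any change below unless stated.

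With the stricter score threshold, the rise of peak number with time weakened (rho = 0.502, permutation p = 0.0609), as did the leukocyte gene ends (share of variance 0.415, permutation p = 0.263). The ratio to other splits turned to under 1 for gene ends at 10 min (0.990) and regions at 24 h (0.928). Taking equal numbers of top peaks, leukocyte gene ends went to 0.237 (permutation p = 0.725), regions at 6 h to 0.916, and gene ends to 0.877 at 10 min, 0.889 at 1 h, 0.812 at 6 h and 0.90 at 24 h. With the log2 peak number as covariate, the gene-end share of peaks went to 0.520 (permutation p = 0.0844) and leukocyte gene ends to 0.430 (permutation p = 0.183). With windows of 1000 bases on each side, leukocyte gene ends went to 0.561 (permutation p = 0.0555), and the ratio for gene ends to 0.979 at 1 h and 0.991 at 24 h. Whole-gene coverage of the contractile list passed the threshold (0.749, permutation p = 0.00451).

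With 1000-base bins the ratio at 24 h was 0.984, with at least 50% of the region covered the ratio at 6 h was 0.985, and with at least 2 of 3 libraries that for gene ends at 10 min was 0.964. Against all other 15 libraries the ratio for gene ends was 0.854 at 10 min, 0.937 at 1 h, 0.852 at 6 h and 0.920 at 24 h. At 72 h it was 2.26 for regions (2 of 100 splits) and 2.11 for gene ends (1 of 100). Against the 15 libraries with equal numbers of peaks, the ratio for regions was 1.06 at 10 min, 1.01 at 1 h, 1.32 at 6 h, 1.11 at 24 h and 1.29 at 72 h, with 5 of 100 splits as large at both 6 h and 72 h. The ratios of single time points against the 3 sham libraries lay between 0.812 and 1.47, that of MI against sham went down to 0.777 with equal numbers of peaks, and a ratio near 1 changes side with small changes in the counts. With sham as time 0 the rise of peak number with time had rho = 0.254 (permutation p = 0.311).

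Leaving out 1 library at a time gave these ranges. The gene-end share of peaks had a share of variance from 0.521 to 0.713, and lost its call without 72 h replicate 1 or 2. Leukocyte gene ends ran from 0.522 to 0.753, and lost the call without 6 h replicate 1 or 2 or 72 h replicate 1 or 2. The rho of peak number with time ran from 0.450 to 0.748, and lost the call without 10 min replicate 2 or 3, any library at 24 h, or 72 h replicate 1 or 2. The difference in peak number from sham ran from -10731 to -2409 at 10 min, -10327 to -2426 at 1 h, -12624 to -4246 at 6 h, -6238 to 1663 at 24 h, 1317 to 9218 at 72 h and -7541 to 360.2 for MI against sham. Of these, 24 h and MI against sham changed sign; sham replicate 2, with the longest list of its group, decided both signs. Similarity within against between groups ran from 0.00156 to 0.00591, and passed the threshold without 10 min replicate 1 (permutation p = 0.0383). The ratio for regions ran from 0.823 to 1.16 at 10 min, 0.844 to 1.13 at 1 h, 0.902 to 1.35 at 6 h, 0.939 to 1.1 at 24 h, 0.942 to 1.31 at 72 h and 0.904 to 1.20 for MI against sham. The ratio for gene ends ran from 0.887 to 1.07 at 10 min, 0.935 to 1.23 at 1 h, 0.993 to 1.22 at 6 h, 0.952 to 1.07 at 24 h and 0.959 to 1.47 at 72 h.

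Replicate numbers are shared between groups, but they do not pair the mice. Deviations of peak presence from the group means correlated by 0.00261 on average between libraries with the same number (from -0.0626 to 0.0619) and by -0.00131 between libraries with different numbers. With the replicate block, the similarity within against between groups was 0.00470 (permutation p = 0.0384), past the threshold; no other call changed. The promoter and CpG density alternatives were not run. The depth of the libraries is not known, so a region without a peak can be a region with too few tags, and this limits all counts of lost regions.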

Other observations

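The tests on contractile genes alone, on sequencing depth, on narrow-peak width and on the similarity of pairs were chosen after the values had been seen. The tests on imprinted genes, on the contractile and leukocyte lists together, on gained and lost regions and on other splits were written before. The whole-gene windows used for the lists together were chosen after seeing the data. That test also contains the contractile rise, so it is not independent of it.

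Other splits of the libraries gave as many separating regions or gene ends in the numbers stated with each comparison: 5, 8, 4, 6 and 2 of 10 splits for regions and 5, 3, 2, 5 and 2 of 10 for gene ends, from the earliest time to the latest. So few splits cannot separate a real difference from a random one at the usual threshold. For MI against sham, 50 of 100 splits gave as many regions, so the 441 regions in that comparison are what an arbitrary division of these libraries gives. At 72 h there were 1.81 gained regions for each lost one with all peaks and 1.01 with equal numbers of peaks. This balance also depended on single libraries. It turned to 1583 gained and 2152 lost without sham replicate 3, and was 3650 and 1045 without 72 h replicate 3. Leaving out any other library of these groups kept more gained than lost regions. A real gain of methylated regions would itself lengthen a list, and lists of one length would take it out too. Longer lists for a technical reason and a real gain at 72 h therefore cannot be told apart by these values.

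The deposited scores hold a record of the background that the caller assumed. The 6 most frequent scores in each list were compared with 10 times the negative log10 of a Poisson tail probability for whole numbers of tags. A single background rate for each library matched them with a largest error between 0.00389 and 0.0123 score units, while the next-best assignment missed by at least 0.198. The rates ran from 1.44 tags (72 h replicate 1) to 2.62 tags (10 min replicate 2). Divided by the width of narrow peaks (the 1st percentile of peak width in a library), the rates were 3.37 to 4.58 tags per 1000 bases, a proxy for relative depth. This proxy did not follow peak number (Pearson r = 0.0138, permutation p = 0.958; Spearman rho = 0.0877, permutation p = 0.728; adjusted p = 0.958 and 0.728 over 5 relations; r = 0.204 without the 2 libraries farthest from the median). A depth effect cannot be told apart from none with this proxy over 18 libraries.

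Peak number fell as narrow peaks became wider (Pearson r = -0.687, permutation p = 0.00158, adjusted p = 0.00395; Spearman rho = -0.523, permutation p = 0.0266, adjusted p = 0.0665). With group means removed r was -0.663 (permutation p = 0.0359). Without the 2 libraries farthest from the median width r was -0.447 (permutation p = 0.0845), so the relation rests partly on 10 min replicate 2 and 6 h replicate 3. With narrow width taken from equal numbers of top peaks r was -0.724 (permutation p = 0.00067, adjusted p = 0.00335). Without the 2 farthest libraries that r was -0.505 (permutation p = 0.0468). Fragment or window size is a candidate source of the differences in peak number between replicates, which these 18 libraries leave open. The width of narrow peaks was also tied to which sequence 2 libraries shared. Pairs with a larger difference in log2 width had a lower Jaccard index (Mantel r = -0.704, permutation p = 0.0001, the smallest that 10000 permutations give), and r was -0.767 with equal numbers of peaks and -0.645 without the 2 libraries farthest from the median width. The least similar pair had narrow widths of 589 and 413 bases, and the most similar pair 474 and 480 bases. Pairs with a larger difference in log2 peak number had a lower Jaccard index too (Mantel r = -0.568, permutation p = 0.0001). Covered length did not follow narrow width (Pearson r = -0.230, permutation p = 0.360). A library property such as narrow width or peak number may thus shape the peak profiles more than the group does. With the width difference removed, the similarity within groups exceeded that between groups by 0.00396 (one-sided permutation p = 0.0469), a small difference that was one of several versions tried.

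Contractile genes had more of their span under peaks at 72 h than in the other 15 libraries, 3.48% against 2.09% (exact permutation p = 0.00245). Both this comparison and the whole-gene measure were singled out after seeing the values, from 3 lists and 2 measures, so the p-values overstate the evidence. Leaving out any 1 library gave permutation p between 0.000450 and 0.0237 over the 6 groups. Longer lists are argued against as the whole reason by the comparison with equal numbers of peaks of 72 h against the 15 others (exact permutation p = 0.00123, both as a plain percentage and relative to all genes), although the plain percentage had a permutation p of 0.0501 over the 6 groups. Any list of genes with such spans is an unlikely reason too: 100% of 10000 random lists matched on span rose by less than the 1.39 percentage points of the contractile list, with random lists rising by 0.278 on average. Among the 20 genes, 16 were higher at 72 h than in the other libraries and 4 lower, Tnni3 among them. What stays open is how far a few long genes carry the pattern. Cacna1c, Ryr2 and Ttn make up 71.5% of the span. Without them the rise relative to all genes had an exact permutation p of 0.0221 with all peaks and 0.104 with equal numbers, so the share of these 3 genes in the pattern cannot be told apart from a rise of the whole list at this number of libraries. Among random lists of matched span, the remaining 17 genes were above 99.0% (permutation p = 0.00980).

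One biological hypothesis for this pattern is a change in the mix of cells. If genes of heart muscle are less methylated in muscle cells than in blood cells, leukocytes entering the infarcted heart could raise peak coverage of contractile genes and lower that of leukocyte genes. Relative coverage was here the group mean for the list, with overlapping genes counted separately, divided by the group mean for all protein-coding genes. By this measure contractile coverage rose by 0.368 from sham to 72 h. The leukocyte list changed by 0.0865, where a fall was needed. With the ratio taken in each library over merged gene spans, the rises were 0.391 and 0.0929. The difference of 0.282, by the first measure, was above 96.3% of random pairs of lists (one-sided permutation p = 0.0367). The contractile rise of 0.368 is larger than this whole difference, and the leukocyte change only reduced it. The difference therefore adds little evidence to the contractile rise described above. The contractile part went the way the hypothesis needs, and the leukocyte part showed no clear change. The hypothesis therefore cannot be told apart from a change in muscle cells. The leukocyte list holds genes that resident macrophages of a normal heart also express, and no cell counts were used here. Whether the tissue came from the infarcted zone or a remote zone is not stated. It is therefore open whether entering leukocytes could show in these libraries at all.

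A list of 16 imprinted genes, whose control regions carry methylation on 1 parental copy in most tissues, was written before its test. At 1 end of 5 of the 16 genes (Inpp5f, Kcnq1ot1, Peg10, Peg13 and Zrsr1) a peak was present in at least 16 of 18 libraries. This was 31.2% of the list against 3.44% of protein-coding genes, and 1 of 10000 random lists held as many (permutation p = 0.0002). The random lists held protein-coding genes only, while the 16 genes were taken from genes of all types. The p-value is therefore approximate. Peaks placed at random with respect to genes are thus unlikely, and the gene table and the peak lists appear to share a build at these genes. Not all listed genes carried such a peak: 3 of the 16 genes (H19, Impact and Snrpn) had no gene-end peak in any library. This may come from control regions outside the windows, a point that the value of 5 genes does not settle. The control regions themselves were not examined, so whether the method marked them is open.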
